A study of Danio rerio with 2 samples. Its data were reported in "Loss of autism-candidate CHD8 perturbs neural crest development and intestinal homeostatic balance" (2022).

How the data were processed

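Single-cell RNA sequencing was done on cells dissociated from the mid and posterior intestine of adult zebrafish. There were 2 libraries, 1 from chd8 wild-type fish and 1 from fish homozygous for the sa19827 allele of chd8, and each library held the cells of 3 pooled fish. Per the methods of the study, tissue was digested for 15 min at 37 °C, cells were passed through a filter of 40 µm, 10000 cells were loaded per library, and cDNA and library were amplified with 11 and 14 PCR cycles. The authors aligned the reads to the zebrafish assembly GRCz11 with an Ensembl annotation and counted molecules with Cell Ranger 3.1.0. The deposited values are counts of unique molecular identifiers (UMIs) per gene and cell barcode, in the barcodes that the authors' run of Cell Ranger called as cells, with no further normalization. The files listed 27419 genes under 26744 symbols, and 520 symbols stood for several gene identifiers.

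The cell filter of the study was applied to the deposited counts. A barcode was kept with at least 200 and fewer than 2000 genes detected and under 5% of its UMIs from the 13 mitochondrial genes, and genes were kept for clustering when detected in at least 3 cells. This left 3865 wild-type and 2474 mutant cells, the same numbers as the study states. The cells were clustered along the steps the study describes, in R 4.3.3 with Seurat 5.3.0, a later version than the study used. Counts were log-normalized, the libraries were integrated on 50 dimensions with 2000 variable genes, and 50 principal components with a resolution of 0.3 gave 14 clusters. The cluster numbers here are not those of the study, so a cluster here and a cluster there with the same number can hold different cells.

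Clusters were named from 244 cell type markers fixed before the data were examined, of which 234 were in the files. The scoring rule for names was altered several times after the first clusters were seen, because sets of few markers had won over larger ones. In its final form a marker counted as raised with at least 3 UMIs and a CPM at least 2-fold that of the cluster richest in enterocyte markers (for that cluster itself, of all other cells), and a class needed at least 3 raised markers and at least 50% of those detected. The class with most markers among the 10 leading genes of the cluster was taken, and the cluster stayed unnamed where another class had more there. It also stayed unnamed where a class with at least 5 raised markers had a higher share raised, or an equal share with more markers raised. T cell, regulatory T cell, NK-like and innate lymphoid markers were treated as 1 lymphocyte-like class, scored on the T cell markers, since clusters carried them side by side. Clusters 7, 11 and 12 stayed unnamed.

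For each class, and each cluster with at least 100 cells in both libraries, the UMIs of all its cells were summed per library and given as CPM, that is, scaled to the same total of all UMIs of that class. The log2 ratio of mutant over wild type was computed from these sums. With 1 library per genotype no test between genotypes was possible, and no p-value is given. Counts carry exact 95% Poisson intervals, their ratios intervals from the exact binomial distribution, and shares of cells exact 95% binomial (Clopper-Pearson) intervals. All intervals cover counting error only, not differences between fish, dissections or libraries. A gene with 0 UMIs in a library was set to a floor of 3 UMIs over the class, and its fold is then given as a lower bound. The median log2 ratio of all genes with at least 50 UMIs in the class was not 0. The ratios of genes and gene lists in the report are therefore relative to that median of their own class unless given as before subtraction. CPM values and the folds of marker sums are before subtraction throughout.

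The genes named per class followed a rule fixed before the data were examined. Genes with at least 50 UMIs over both libraries were ranked by the bound of their ratio interval nearest to no difference. The first 12 with a symbol and the first 2 without one were taken per direction in both large classes, and the first 4 and 2 in clusters. chd8, foxp3a and 9 interleukin and interferon genes named by the study were always included. For the 25 gene lists, fixed at the same time, the 4 members with most UMIs and the 2 with the largest difference in each direction could be named. Of a list, members with at least 20 UMIs entered a median log2 ratio, whose percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, is given as a description of these libraries. Lists that share members with the study's own gene tables or text, which were made from these libraries, are no independent evidence of a direction. The lists without a member in the study's gene tables per cluster or in its text on these libraries were the Wnt pathway targets, chd family, serotonin, and goblet and mucus lists.

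Shares of cells with a foxp3a UMI were computed on all cells and on cells thinned to 1000 UMIs, leaving out shallower cells. UMIs of enterocyte markers in lymphocyte-like cells served as the measure of free RNA. Computations ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5. The procedure was tested on simulated data drawn from the sums of all cells of both libraries over 9012 genes, 200 of them changed 2-fold. There 95.6% of the intervals held the simulated ratio, 99% of the raised genes had an interval above 0 and 86% of the lowered genes had theirs below 0, and 3% of 100 unchanged random lists fell outside percentiles 2.5 to 97.5. The simulated counts were Poisson draws, so this checks the computation only. It cannot show whether the intervals are too narrow for genes whose UMIs lie in few cells.

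Doublets were sought with Scrublet per library. It called 7 wild-type cells (0.181%) and 8 mutant cells (0.323%), too few to be taken as a working call, so all cells stayed in and leaving out the 5% of cells with the highest scores was added as an alternative after the data were seen. The alternatives set beforehand were a looser filter (no upper gene limit, mitochondrial UMIs under 10%), a stricter filter (at least 500 genes), called doublets left out, clustering without integration or at resolution 0.8 (each new cluster took the class that most of its cells had before, which favours unchanged classes), scaling by median of ratios or by the total without mitochondrial and ribosomal protein genes, equal weight per cell, the same cluster mix in both libraries, minimums of 5 and 100 UMIs, leaving out genes at least 5-fold higher in enterocyte-like cells, and unthinned cells. Also added after seeing the data were no mitochondrial limit, lymphocyte-like cells without the cluster led by heat shock genes, and enterocyte-like cells without the 1 cell that had at least 1% of its UMIs from hepatocyte markers. The counts used here hold called cells and no empty droplets, so free RNA was not measured in droplets without a cell. The order of genes around chd8 was taken from the RefSeq gene table of another zebrafish assembly than the one the authors aligned to.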

Results

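The intestine of fish without functional chd8, a chromatin remodelling enzyme, was compared with that of wild-type fish in 1 single-cell library per genotype, each made from the cells of 3 pooled adults. The wild-type library held 16505357 UMIs in 4541 cell barcodes, with a median of 2520 UMIs per barcode, and the mutant library 15735118 UMIs in 5091 barcodes, with a median of 2030. With 1 library per genotype, every value below compares these libraries and has no replicate check, and all intervals are 95% intervals for counting error alone.

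The chd8 transcript itself was detected at like levels in both libraries. In the cells kept by the study's filter it had 144 UMIs (12.3 CPM, interval 10.3 to 14.4) in the wild-type and 102 UMIs (15.0 CPM, interval 12.2 to 18.2) in the mutant library. The log2 ratio was 0.29 before subtraction (interval -0.09 to 0.67) and 0.017 relative to all genes (interval -0.36 to 0.39), so no difference was detectable at this depth. In lymphocyte-like cells the values were 114 and 91 UMIs, and in enterocyte-like cells 11 and 2. Counts at the 3′ end of a transcript say nothing about the protein and do not check which fish carried the mutation.

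The first question was which cells each library held. The filter kept 3865 wild-type cells (85.1% of barcodes, median 2560 UMIs) and 2474 mutant cells (48.6%, median 2376 UMIs). Most cells were lymphocyte-like, with markers such as cd8a, foxp3a, tcrg, gata3 and il23r leading their clusters, or enterocyte-like, led by the lipid and sugar handling genes fabp2, pck1, aldob and apoa1a. Enterocyte-like cells were 1159 of the wild-type cells (30.0%, interval 28.6 to 31.5) and 580 of the mutant cells (23.4%, interval 21.8 to 25.2). Lymphocyte-like cells were 2359 (61.0%, interval 59.5 to 62.6) and 1584 (64.0%, interval 62.1 to 65.9). B cell-like cells numbered 72 and 37, macrophage and dendritic cell-like cells 29 and 26, and 246 and 247 cells lay in unnamed clusters. These shares are not compared, since genes that define each cluster differed between the libraries (fabp2 and fabp1b.1 among the 10 leading genes of the enterocyte-like cluster), and the mitochondrial limit took a different part of each library. Among barcodes with at least 200 and under 2000 genes, 8.84% of wild-type barcodes (375 of 4240, interval 8.01 to 9.74) and 42.4% of mutant barcodes (1821 of 4295, interval 40.9 to 43.9) had 5% or more of their UMIs from the mitochondrial genome.

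**Figure D1:**
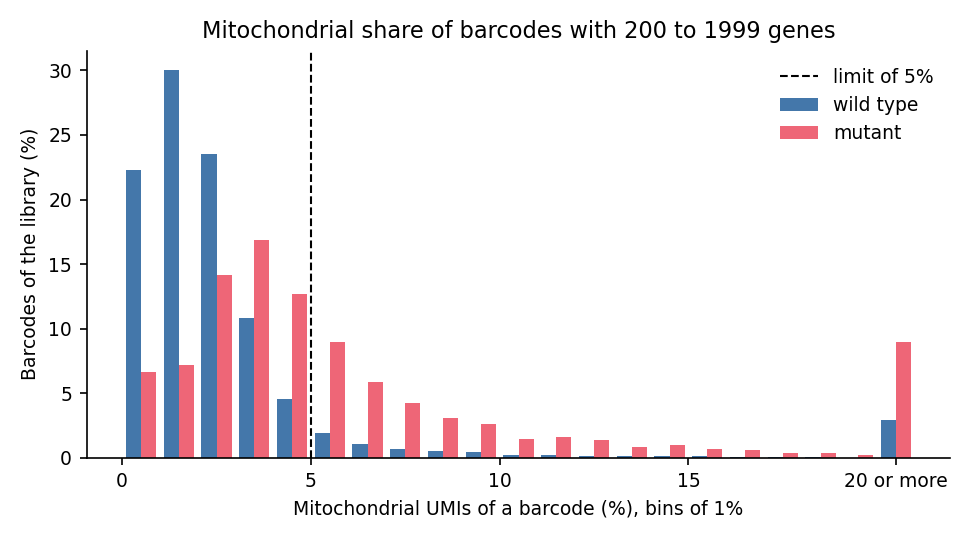
Percent of the barcodes of each library (vertical axis) by the percent of their UMIs from the mitochondrial genome (horizontal axis, bins of 1%, the last bin holding 20% or more), for barcodes with at least 200 and under 2000 genes in the wild-type (blue) and mutant (red) library. The dashed line is the limit of 5%, above which lay 8.84% of wild-type and 42.4% of mutant barcodes.

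In enterocyte-like cells, the absorptive cells of the gut lining, the genes of cholesterol synthesis stood out as higher in the mutant library. Of 21 measured sterol synthesis genes, 20 were at least 1.5-fold higher and none lower by that much, relative to all genes of the class, whose median log2 ratio was 0.11. The list's relative median log2 ratio was 2.60 (interval 2.38 to 2.96), above all 10000 random lists of genes of like expression. These genes took up 295 CPM in the wild-type and 2294 CPM in the mutant library. hmgcs1, which makes the precursor of mevalonate, was 7.85-fold higher (interval 6.69 to 9.24), from 59.21 to 503 CPM. fdps, the farnesyl diphosphate synthase, was 8.77-fold higher (interval 7.37 to 10.5), and msmo1, a methylsterol oxidase, 12.3-fold higher (interval 9.74 to 15.6). Among the 12 genes with a symbol that the naming rule took as higher, idi1, cyp51, lss, dhcr7 and mvda of the same pathway, and the sterol reductase gene tm7sf2, were between 7.33-fold and 13.9-fold higher. The others were pvalb9, a calcium-binding parvalbumin (10.4-fold, interval 9.33 to 11.7), gatm, a creatine synthesis enzyme (7.89-fold), and sult2st3, a sulfotransferase, with 1 UMI in the wild-type and 98 in the mutant library (222-fold, interval 38.95 to 8862). Of the genes without a symbol, si:ch211-142d6.2 had 0 and 195 UMIs (at least 147-fold higher), and BX248082.1 had 10 and 83 UMIs. The one sterol list member that did not reach 1.5-fold was srebf2, the transcription factor of the pathway, at -0.012 relative log2 units with 16 and 7 UMIs. The sterol list shares members with the study's gene tables from these same libraries and is no independent evidence of the direction.

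**Figure D2:**
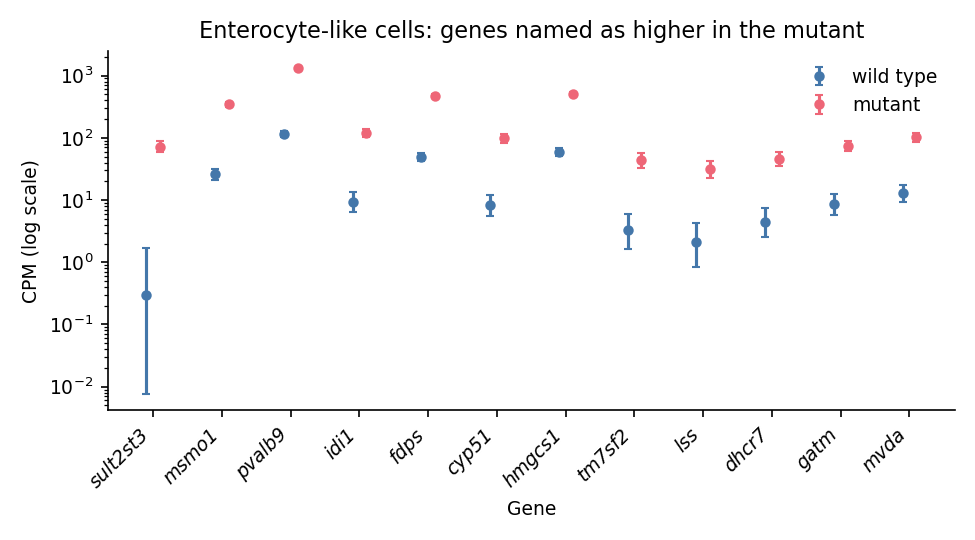
Expression in enterocyte-like cells (vertical axis, CPM on a log scale) of the 12 genes with a symbol that the naming rule took as higher in the mutant library, with 95% Poisson intervals, for the wild-type (blue) and mutant (red) library. hmgcs1, for example, had 59.21 and 503 CPM. The intervals lay apart in all 12 genes, which follows from a rule that ranked genes by their ratio interval.

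Most genes named as lower in mutant enterocyte-like cells were genes of the liver. fabp10a, the liver fatty acid binding protein, had 1652 wild-type UMIs and 0 mutant UMIs, and apoa2, an apolipoprotein, 2131 and 7. The transferrin gene tfa, the fibrinogen genes fgb and fgg, apoa1b, serpina1, serpina1l, ambp, bhmt, leg1.1 and si:dkeyp-73d8.9 behaved alike. Of these 14 named genes, 12 had over 50% of their wild-type UMIs in 1 cell. A single wild-type cell with 21124 UMIs held 4721 of the 4745 hepatocyte marker UMIs of the class, and without it fabp10a had 6 UMIs and apoa2 11 UMIs in the wild-type library. gstp2, a glutathione transferase (209 UMIs against 0, at least 30.7-fold lower), and AL935186.1 (846 against 3 UMIs, 124-fold lower, interval 42.4 to 604.5) were the exceptions. With that cell left out, a choice made after its values were seen, these 2 stayed among the 14 named genes, as did all 14 higher ones. The others then were aldh9a1a.2 (141 against 1 UMI), the ribosomal protein gene rps17 (2015 against 258 CPM), foxq1b, the antioxidant enzyme gene prdx1 (1056 against 194 CPM), tp53, ddit4, gig2l, the linker histone gene h1f0, the chemokine gene ccl35.1 (61.4% of its wild-type UMIs in 1 cell), the pancreatic protease genes ctrb1 and prss59.1, and si:dkey-11k2.7.

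Chemokine and interferon response genes of enterocyte-like cells were also higher in the mutant library. The chemokines had a relative median of 1.55 (interval 1.28 to 1.98) with 8 of 10 members at least 1.5-fold higher, above all random lists. ccl19b went from 42.4 to 270 CPM, ccl19a.1 from 31.9 to 101 CPM, and ccl35.1 the other way, from 75.4 to 16.2 CPM, a direction that turned when the 5% of cells with the highest doublet scores were left out (log2 ratio 0.67). The interferon response list had a relative median of 0.57 (interval 0.38 to 0.65), also above all random lists, with 16 of 32 members at least 1.5-fold higher and 1, gig2e, lower by as much. irf1b, a transcription factor of interferon signalling and a gene named by the study, had 34 wild-type and 91 mutant UMIs, a relative log2 ratio of 2.60 (interval 2.02 to 3.21). The antiviral genes ifit14, ifit15 and rnf213a stood at relative log2 ratios of 1.57, 0.85 and 1.02. Both lists share members with the study's tables. Markers of macrophages and dendritic cells also went up in these cells, from 393 to 523 CPM (1.33-fold before subtraction, interval 1.21 to 1.46), and NK-like markers from 9.32 to 18.4 CPM (1.98-fold, interval 1.12 to 3.46). Markers of lysosome-rich enterocytes (1.47-fold, interval 1.41 to 1.54), enteroendocrine cells (1.69-fold, interval 1.40 to 2.04) and cycling cells (1.53-fold, interval 1.35 to 1.72) were higher as well. Regulatory T cell markers went from 223 to 167 CPM (0.75-fold, interval 0.64 to 0.87) and B cell markers from 14.7 to 5.9 CPM (0.40-fold, interval 0.16 to 0.85). T cell markers, from 144 to 129.8 CPM, had an interval that held no difference (0.90-fold, interval 0.75 to 1.07). foxp3a, one of the regulatory T cell markers, went the other way, from 11.4 to 27.3 CPM. Mitochondrially encoded genes had a relative median of 0.33 (interval 0.19 to 0.41, percentile 99.8), led by the oxidase subunit genes mt-co2 and mt-co3. Without the mitochondrial limit their median before subtraction was 1.38 in place of 0.45. Nuclear-encoded respiratory chain genes were at -0.18 (interval -0.22 to -0.14, percentile 11.9) with 1 member at least 1.5-fold higher (the assembly factor gene ndufaf6) and 4 lower.

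The p53 pathway, ribosomal protein and TNF receptor lists had negative medians in enterocyte-like cells. The p53 pathway had a relative median of -0.56 (interval -0.78 to -0.15, percentile 0.06), with 6 of 13 members at least 1.5-fold lower and 2, sesn3 and fas, higher. tp53 itself, which encodes the tumour suppressor, was at 54.4 CPM in the wild-type and 5.9 CPM in the mutant library. Ribosomal proteins had a relative median of -0.28 (interval -0.30 to -0.26, percentile 1.6), with rps17 and rpl22l1 lowest at -3.08 and -1.38. The 2 members of that list that were at least 1.5-fold higher, rps6kb1a and rps6ka3a, encode kinases and not ribosomal proteins. The TNF receptor family stood at -0.82 (interval -1.05 to -0.58, percentile 0.24) over 4 members, tnfrsf18, tnfrsf9a, tnfrsf9b and tnfrsf1a. Of these, tnfrsf18, tnfrsf9a and tnfrsf9b are markers of lymphocytes, and the median of the list was 2.16 before subtraction without the 5% of cells with the highest doublet scores, an alternative added after the data were seen. The T cell activation list, at -0.46 over 4 members (percentile 4.68), held 2 of the same genes and also lay above 0 without those cells. Immediate early genes were at 0.24 (percentile 96.6), NF-kB targets at 0.35 (percentile 96.1), clock genes at 0.32 (percentile 93.8), glucocorticoid response genes at 0.25 (percentile 93.8), and the 9 genes named by the study, of which 4 were measured, at 0.56 (percentile 94.8). Interleukin receptors and interleukins, with 5 and 3 measured members, were both at 0.77 (percentiles 95.9 and 94.8). The interleukin list was taken by symbol and also holds receptor genes such as il23r. These lists therefore share members in both classes and are not separate results. Closer to 0 were the MHC genes (0.12, percentile 81.5), serotonin genes (0.19, percentile 77.1), goblet and mucus genes (-0.0039, percentile 40.5), ribosome biogenesis (-0.03, percentile 38.2), the chd family (-0.09, percentile 27.1), apolipoproteins and lipid handling (-0.11, percentile 71.5), heat shock (-0.11, percentile 47.0), the unfolded protein response (-0.15, percentile 13.4) and Wnt pathway targets (-0.19, percentile 19.2). Before subtraction the goblet, ribosome biogenesis, chd, apolipoprotein and heat shock medians lay above 0. With equal weight per cell the Wnt target and T cell activation medians did so too.

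**Figure D3:**
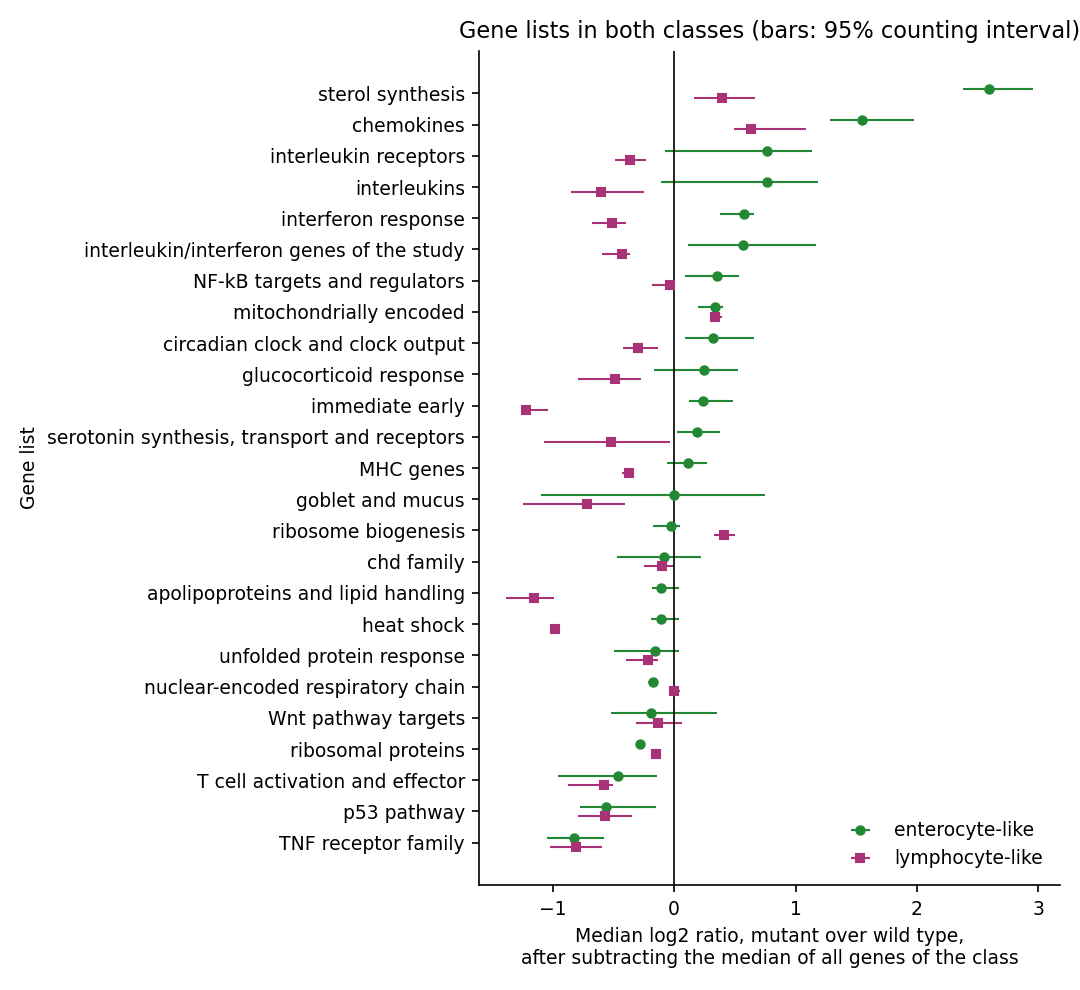
Median log2 ratio of mutant over wild type (horizontal axis), relative to all genes of the class, for each gene list (vertical axis) in enterocyte-like (green circles) and lymphocyte-like cells (purple squares), with 95% counting intervals. Sterol synthesis stood highest in enterocyte-like cells at 2.60, and immediate early genes lowest in lymphocyte-like cells at -1.22.

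In lymphocyte-like cells, the immune cells of the gut wall, chemokine genes were higher and heat shock and immediate early genes lower in the mutant library, relative to the median log2 ratio of all genes of the class, 0.29. Tissue of both libraries was digested at 37 °C. A difference in this handling between the libraries cannot be told apart from the genotype, for heat shock and immediate early genes as for all others. Clusters 3, 1, 2 and 4 held most lymphocyte-like cells in the wild-type and clusters 2, 1, 6 and 5 in the mutant library. ccl20b, a chemokine gene that also marks cluster 2, was 29.4-fold higher (interval 22.3 to 39.6), from 52 to 1182 UMIs, and within cluster 2 went from 43.6 to 1095 CPM. ccl36.1 went from 95.03 to 550 CPM, and ccl33.2 and ccl38a.4 were 15.4-fold and 6.27-fold higher. ccl36.1 is also a leading gene of cluster 6, which had 114 wild-type and 249 mutant cells, and went from 916 to 1803 CPM within it, from 92.7 to 508 CPM in cluster 1 and from 87.5 to 634 CPM in cluster 3. Of the 226 mutant UMIs of ccl33.2, 183 lay in cluster 6. The chemokine list had a relative median of 0.63 (interval 0.49 to 1.08), above all random lists, with 10 of 19 members at least 1.5-fold higher and 3 lower. Other named genes on the higher side were rnd3b, p2ry13, hmgb3a, rgs2, mapk14a (a p38 stress kinase, 7.48-fold), b4galnt3b, spred1, si:ch211-266a5.12 (331 against 2431 UMIs) and si:ch211-71m22.3. ccl34a.4 (1 against 112 UMIs, 145-fold, interval 25.5 to 5776) and il13, a cytokine gene of type 2 immunity (32 against 229 UMIs), were named too, but 1 mutant cell held 85.7% and 69.0% of their mutant UMIs. il13 was seen in 2 wild-type and 4 mutant cells.

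The heat shock list had a relative median of -0.98 (interval -1.01 to -0.95), below all random lists, and took up 105481 CPM in the wild-type and 67088 CPM in the mutant library. The chaperone genes hsp70l, hsp70.2 and hsp70.1 had relative log2 ratios of -1.43, -1.52 and -1.66, whereas hspa8, the constitutive family member, was at 0.11. With the same mix of clusters in both libraries the heat shock median before subtraction was -0.27 in place of -0.70, and the relative median was between -0.07 (cluster 3) and -1.05 (cluster 4) in clusters 1 to 6. The ubiquitin gene ubb was 4.91-fold lower (interval 4.73 to 5.09), from 2972 to 739 CPM. A second entry, UBB, also led cluster 3 and, unlike ubb, was not 1.5-fold different there with an interval clear of 0 before subtraction. Immediate early genes had a relative median of -1.22 (interval -1.26 to -1.04), below all random lists, with 18 of 25 members at least 1.5-fold lower, among them egr2a (-2.65) and fosab (-2.13). In single clusters their relative median was smaller, -0.51, -0.68, -0.25, -1.19, -0.32 and -0.48 in clusters 1 to 6. The 14 genes named as lower held ubb, which is in neither list, and no member of the heat shock or immediate early lists. Others were the interferon gene ifnphi2 (10.7-fold, interval 6.65 to 18.4), the antiviral gene ifit8, the prostaglandin-degrading enzyme gene hpgd, angptl5, the cathepsin gene ctsl.1, zgc:162509 and zgc:123284. The largest group, 6 of the 14, were pancreatic digestive enzyme genes, ctrb1, prss59.2, prss59.1, ela2l, prss1 and cela1.6.

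Cytokine and receptor lists had negative medians over all lymphocyte-like cells, though not in each cluster. Interleukins had a relative median of -0.60 (interval -0.85 to -0.25, percentile 0.2), with 8 of 15 members at least 1.5-fold lower, il21 and il12a lowest at -1.43 and -1.39. The 2 higher members were il13 and the receptor gene il23r. Their relative median was -0.79, -1.18 and -0.9986 in clusters 1, 3 and 4, -0.10 in cluster 5, and positive in cluster 2 at 0.60 (percentile 99.5, 4 of 7 members at least 1.5-fold higher and none lower) and cluster 6 at 0.49 (percentile 95.6). The TNF receptor family was at -0.81 (interval -1.02 to -0.59, percentile 0.46), with tnfrsf18 at 5160 against 2901 CPM and tnfrsf9a at 3440 against 2080 CPM. T cell activation genes were at -0.58 (interval -0.87 to -0.50, percentile 0.67), with cd40lg, the ligand that helps B cells, at -1.80 and the perforin gene prf1.9 at 1.68. T cell markers went from 3751 to 3016 CPM in the same cells, regulatory T cell markers from 5659 to 3493 CPM and NK-like markers from 283 to 585 CPM (2.07-fold before subtraction, interval 1.95 to 2.195). Neutrophil markers were 1.88-fold (interval 1.52 to 2.32), B cell markers 1.60-fold (interval 1.18 to 2.15) and innate lymphoid markers 1.39-fold higher (interval 1.27 to 1.52). The innate lymphoid sum of 1068 and 941 UMIs includes 32 and 229 UMIs of il13, 69.0% of the latter in 1 cell. The neutrophil set holds mmp9, also a leading gene of lymphocyte-like cluster 8. Thrombocyte markers were 4.1-fold lower (interval 2.1 to 9.0) and mast cell and eosinophil markers 2.6-fold lower (interval 1.1 to 7.1). Macrophage and dendritic cell markers were at 1.00-fold (interval 0.98 to 1.02). The interferon response was at -0.51 (interval -0.67 to -0.40, percentile 0.04), with 16 of 34 members at least 1.5-fold lower and 1, irf9, higher. isg15 went from 864 to 542 CPM. In clusters 3 and 5 the interferon median was -0.05 and 0.04. The p53 pathway was at -0.57 (interval -0.79 to -0.34, percentile 0.55), with a median of 0.027 before subtraction over members with at least 100 UMIs, but 0.09, -0.22, -0.03, -0.54, -0.33 and 0.34 in clusters 1 to 6. Interleukin receptors were at -0.36 (percentile 3.99; 0.25 and percentile 92.4 in cluster 2), MHC genes at -0.37 (percentile 9.03), glucocorticoid response genes at -0.49 (percentile 3.76), and clock genes at -0.30 (percentile 3.39), where nfil3-5 and bhlhe40, both transcription factors, were higher at 1.46 and 0.66. The MHC, glucocorticoid and clock lists had relative medians of both signs over clusters 1 to 6.

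The ribosome biogenesis and mitochondrially encoded lists had positive relative medians in mutant lymphocyte-like cells, with most members of each less than 1.5-fold higher. Ribosome biogenesis had a relative median of 0.41 (interval 0.32 to 0.50), above all random lists, with 12 of 33 members at least 1.5-fold higher and none lower, rbm19 and wdr46 highest at 1.18 and 0.99. By cluster the median lay between 0.06 in cluster 5 (interval -0.08 to 0.16, percentile 87.4) and 1.26 in cluster 4. Ribosomal proteins were at -0.15 (percentile 94.9), with rps17 at -1.51, and at 0.16, 0.07 and 0.25 in clusters 1, 2 and 4. Mitochondrially encoded genes were at 0.33 (interval 0.31 to 0.39, percentile 99.95) and went from 21561 to 33288 CPM in sum. Without the mitochondrial limit their median before subtraction was 1.12 in place of 0.62. Nuclear-encoded respiratory chain genes were at -0.00039 (interval -0.04 to 0.05, percentile 91.6). Sterol synthesis genes were at 0.40 (interval 0.17 to 0.66, percentile 92.6) over 14 measured members, with 4 at least 1.5-fold higher. Lists closer to the other genes were NF-kB targets (-0.04, percentile 80.8), with tnfa higher at 1.18, the chd family (-0.10, percentile 31.6), Wnt pathway targets (-0.13, percentile 32.5) and the unfolded protein response (-0.22, percentile 22.2). Before subtraction the medians of these 4 lists, of ribosomal proteins (0.14) and of nuclear-encoded respiratory chain genes (0.29) lay above 0. Serotonin genes (-0.52, percentile 15.9) and goblet and mucus genes (-0.72, percentile 7.33) rested on 2 and 3 members.

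RNA of other cells in lymphocyte-like cells also differed between the libraries. The enterocyte markers, which lymphocytes should lack, were at 6628 CPM in wild-type and 3721 CPM in mutant lymphocyte-like cells, 1.78-fold lower before subtraction (interval 1.75 to 1.81), or 5.54% and 2.58% of their level in enterocyte-like cells. The apolipoprotein and lipid handling list, made largely of such genes, had a relative median of -1.16 (interval -1.39 to -0.99) there, below all random lists. Pancreatic acinar markers went from 196 to 27.3 CPM in lymphocyte-like cells (7.17-fold lower before subtraction, interval 5.96 to 8.70) and from 205 to 34.7 CPM in enterocyte-like cells (5.90-fold lower, interval 4.39 to 8.12). At least 1 acinar UMI was present in 39.2% of wild-type and 6.38% of mutant lymphocyte-like cells, and in 38.8% and 6.21% of enterocyte-like cells.

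The study asked which interleukin and interferon genes changed in single clusters. Over all lymphocyte-like cells, il16 (relative log2 ratio -1.03, interval -1.28 to -0.78), il21 (-1.43, interval -1.66 to -1.20), il34 (-0.89, interval -1.01 to -0.77), il2rb (-0.43, interval -0.58 to -0.28) and il2rgb (-0.94, interval -1.10 to -0.77) were lower in the mutant library. il17ra1a, a receptor gene for interleukin 17 (0.57, interval 0.45 to 0.69), irf2 (0.61, interval 0.39 to 0.84) and ifng1r (0.65, interval 0.04 to 1.26, from 43 and 52 UMIs) were higher, and irf1b was at -0.43. Together the 9 genes had a relative median of -0.43 (percentile 6.19). By cluster, il34 and il21 were at -1.83 and -1.89 in cluster 1, the cd8a cluster, and il16 at -2.81 in cluster 3, the heat shock cluster, with 117 wild-type and 6 mutant UMIs. il17ra1a was at 2.42 in cluster 1 and 0.53 in cluster 2, and il2rgb at -1.60 in cluster 4. The study named these genes from the same cells, so their direction is no independent evidence.

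Regulatory T cells, marked by the transcription factor gene foxp3a, were looked at over all lymphocyte-like cells, since the study described them as almost absent from 1 of its clusters in the mutant. A foxp3a UMI was present in 24.6% of wild-type (interval 22.9 to 26.4) and 26.3% of mutant lymphocyte-like cells (interval 24.2 to 28.6), with median depths of 2673 and 2538 UMIs. Thinned to 1000 UMIs per cell, which left out 65 wild-type and 118 mutant cells, the shares were 18.0% (interval 16.5 to 19.7) and 19.4% (interval 17.4 to 21.6). The level of foxp3a was 461 CPM in the wild-type and 564 CPM in the mutant library, a relative log2 ratio of 0.0055 (interval -0.07 to 0.08), whereas the sum of the 5 fixed regulatory T cell markers, foxp3a among them, went the other way, from 5659 to 3493 CPM, of which tnfrsf18 made up 5160 and 2901 CPM. Enterocyte-like cells, which should lack foxp3a, gave a background of 1.81% and 5.34% at median depths of 1923 and 1402 UMIs, or 0.86% and 2.65% when thinned. In cluster 2, where foxp3a was a leading gene, 85.4% of wild-type (369 of 432) and 84.4% of mutant cells (302 of 358) had a foxp3a UMI. In cluster 3 the shares were 29.9% (147 of 491, interval 25.9 to 34.2) and 15.9% (30 of 189, interval 11.0 to 21.9), and foxp3a there went from 437 to 152 CPM.

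**Figure D4:**
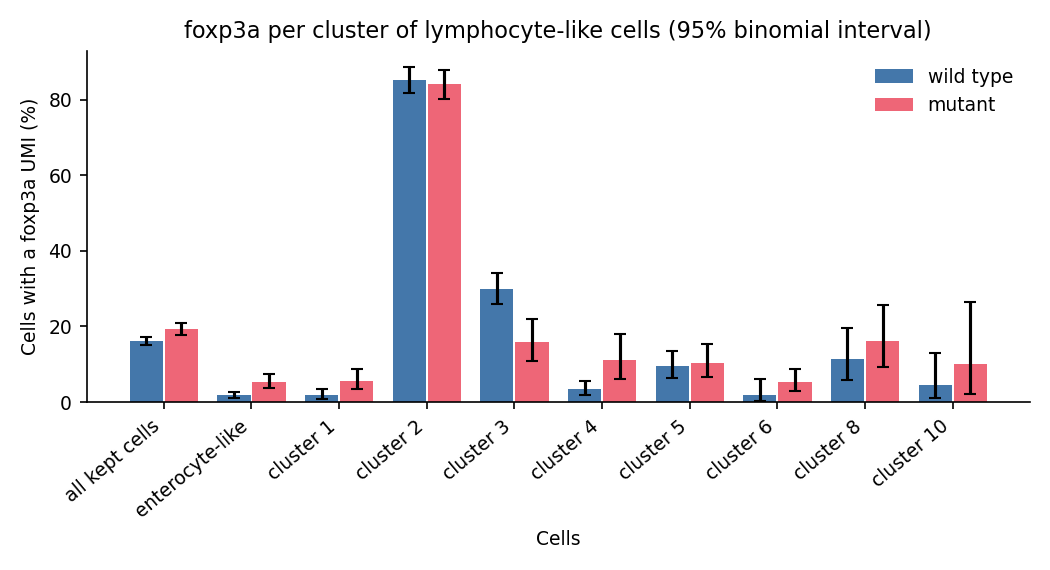
Percent of cells with at least 1 foxp3a UMI (vertical axis) among all kept cells, enterocyte-like cells and each lymphocyte-like cluster (horizontal axis) in the wild-type (blue) and mutant (red) library, unthinned, with 95% binomial intervals. Cluster 2 stood at 85.4% and 84.4%, and cluster 3 at 29.9% and 15.9%.

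Single clusters of lymphocyte-like cells differed in further genes, each relative to the median of all genes of its cluster. The chemokine list had 3 of 8 members at least 1.5-fold higher and 2 lower in cluster 1, 5 of 7 and none in cluster 2, 4 of 10 and 3 in cluster 3, 4 of 7 and 2 in cluster 4, 3 of 9 and 3 in cluster 5, and 6 of 8 and 1 in cluster 6. Single chemokine and tumour necrosis factor genes were named as higher in several, with ccl38a.4 and tnfb 15.7-fold and 6.92-fold higher in cluster 1, and ccl38a.5, ccl38a.4, ccl36.1 and tnfa 15.5-fold, 9.42-fold, 6.97-fold and 9.29-fold higher in cluster 3. nfil3-5 was named as higher in cluster 1 (8.24-fold), cluster 4 (5.17-fold) and cluster 6 (5 against 469 UMIs), and rergla in cluster 1. irs2b, an adaptor of insulin signalling, was higher in cluster 4 (12.6-fold) and cluster 6 (0 against 160 UMIs, at least 18.9-fold), where ccl36.1 and plekhf1 (cluster 4) and ccl33.2 and mmp13b (cluster 6) were also named. Cluster 2 had ccl20b, rgs2, mlf1 and tagln on the higher side, tagln with 79.7% of its mutant UMIs in 1 cell, and cluster 5 had mt2, acp5b, phlda2 and bhlhe40. si:ch211-266a5.12 was named as higher in clusters 1, 2, 3, 4 and 6. On the lower side, ubb was named in clusters 2, 4 and 6, and hspb1, a small heat shock protein gene, in clusters 1 (71.8% of its wild-type UMIs in 1 cell) and 4. tp53 was 7.89-fold lower in cluster 2 (interval 5.42 to 11.8), beside nitr6b and fam210b. Others on the lower side were prss59.2, nptna and fosab in cluster 1, gpr183a, npb and epsti1 in cluster 3, dyrk4 and ctsl.1 in cluster 4, ccl20a.3, hbegfb, sqor and rps17 in cluster 5, and hsp70.1, hsp70l and tnfrsf18 in cluster 6.

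Cluster 7 was an epithelial cluster led by icn, krt18a.1, agr2 and epcam that stayed unnamed, with 163 wild-type and 154 mutant cells. All 4 detected goblet markers were raised in it, and 2 of them, agr2 and anxa4, were among its leading genes. It was not named goblet-like because the larger set of macrophage and dendritic cell markers had an equal share raised. saa, an acute phase gene (0 against 55 UMIs, at least 21.1-fold higher), hamp, the iron hormone hepcidin (1 against 60 UMIs, 69.1-fold, interval 11.9 to 2775), ccl19b (1 against 69 UMIs, 79.5-fold, interval 13.8 to 3184) and BX908782.2 (8 against 798 UMIs) were higher in the mutant library, relative to a shift of 0.21. Of the mutant UMIs of these genes, in this order, 1 cell held 30.9%, 35%, 30.4% and 35.2%. The chemokines of cluster 7 had a relative median of 1.79 (interval 1.31 to 2.34), above all random lists, and its immediate early genes 0.45 (interval 0.23 to 0.77, percentile 99.9). Of genes that led lymphocyte-like clusters, si:ch211-266a5.12 was named as higher here too (0 against 54 UMIs). In the same cells ccl20b went from 1 to 54 UMIs and foxp3a from 217 to 313 CPM, while ccl36.1 was at 147.5 and 143.6 CPM. penka, named as higher, had 99.6% of its mutant UMIs in 1 cell, and all 6 genes named as lower, tcnba, mylpfa, jac7, ccka, si:zfos-2372e4.1 and si:dkey-30j10.5, had over 50% of their wild-type UMIs in 1 cell.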

Values the study reported

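The study analyzed a total of 6,339 cells, of which 3,865 came from controls and 2,474 from homozygous mutants, and identified 14 clusters.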

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

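The tests of the respiratory chain in this part were chosen after their results were seen, and the test of barcodes that lost RNA before.

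Of the mutant barcodes with at least 200 and under 2000 genes, 42.4% had 5% or more mitochondrial UMIs, against 8.84% of the wild-type barcodes, a signal in barcodes that the filter left out. Mitochondrially encoded genes were also higher among the cells kept, at a relative median of 0.33 in both large classes. A rise of the whole respiratory chain is argued against by its nuclear-encoded genes, whose median log2 ratio lay 0.51 (interval 0.36 to 0.58) below that of the mitochondrially encoded genes in enterocyte-like cells and 0.33 (interval 0.28 to 0.41) below it in lymphocyte-like cells, but not in the epithelial cluster 7 (-0.05, interval -0.16 to 0.08), where it stays open, and least among clusters 1 to 6 in cluster 4 (0.17, interval 0.13 to 0.35), where both were higher (relative medians 0.34 and 0.51). Barcodes that lost cytoplasmic RNA, as damaged cells do, may account for part of the pattern: without the limit, mutant lymphocyte-like barcodes at 5% or more had 0.39 times the non-mitochondrial UMIs of those under 5% (medians 958.5 and 2461), with mitochondrial UMIs of 104 and 82. A share of mitochondrial UMIs depends on the other UMIs by its own construction, the same ratio was 0.56 in the wild-type library, it was not lower in mutant than in wild-type enterocyte-like barcodes (0.58 and 0.47), and a difference in cell damage between genotypes or between 2 dissections stays open and untested.

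The interferon response list lay on opposite sides in the large classes, with a relative median of 0.57 in enterocyte-like and -0.51 in lymphocyte-like cells, and this difference between classes was not tested.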

How the results depend on the processing

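The alternatives on the highest doublet scores, no mitochondrial limit, the heat shock cluster and the liver-marker-rich cell were chosen after the data were seen. No paired analysis was possible because each genotype had 1 library. Over 151 results, the alternatives gave 1772 values, of which 1584 stayed within the counting interval of the reported value, 183 moved beyond it and 5 changed the sign of a direction that stood clear of 0 (for lists, also of random lists), 1 of them only through the floor of 3 UMIs. Another 64 changed sign without having stood clear in that sense. All log2 ratios in this part are before subtraction of the class median. This holds also for those called reported, which therefore differ from the relative values given in the results. A changed sign here is a sign before subtraction. The cause of a change was not tested unless it follows from the setting. Clustering without integration or at resolution 0.8 moved none of 148 results each beyond its interval, where giving new clusters the earlier classes favours such an outcome. Of the moves, 124 were in values of single genes or lists that do not lead a comparison.

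The enterocyte-like share was 22.9% of wild-type and 16.7% of mutant cells with at least 500 genes, 28.0% and 15.2% without a mitochondrial limit, and 17.1% in the mutant library with the looser filter. The lymphocyte-like share was 70.13% and 72.6% with at least 500 genes, and 68.3% in the mutant library with the looser filter.

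In enterocyte-like cells the sterol median was 3.08 with at least 500 genes (2.71 reported). The mitochondrially encoded median was 0.63 with the looser filter and 1.38 without the limit, which lets in cells rich in these transcripts (0.45 reported). The nuclear respiratory chain median (-0.06 reported) was -0.18 with median of ratios, -0.15 with the total without mitochondrial and ribosomal protein genes, -0.12 with equal weight per cell, -0.12 with the looser filter and -0.11 without the highest doublet scores. The heat shock median (0.0022 reported) was -0.11, -0.080 and 0.57 with those 3 scalings, -0.13 with at least 500 genes, -0.17 without called doublets and 0.60 without the highest doublet scores, and so has no settled direction. The interferon median was 0.84 with the looser filter (0.69 reported), and the chemokine median 2.25 with equal weight per cell and 2.14 without the limit (1.66 reported). Without the highest doublet scores the TNF receptor median turned to 2.16 and ccl35.1 to 0.67, and foxp3a was at 2.40 (1.26 reported). Without the liver-marker-rich cell apoa2 turned to 0.63 (11 and 7 UMIs), while the 0.29 of fabp10a (6 and 0 UMIs) comes from the floor and is an upper limit, not a turned direction.

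In lymphocyte-like cells median of ratios, which takes out the class median, gave 0.40 for sterol synthesis, 0.33 for mitochondrially encoded genes, -0.00039 for the nuclear respiratory chain, -0.98 for heat shock, -0.51 for the interferon response, 0.63 for chemokines and 0.0055 for foxp3a. These equal the relative values of the results and are no separate check of them. The mitochondrially encoded median (0.62 reported) was 0.57 with equal weight per cell, 0.53 with the same cluster mix, 0.81 with the looser filter, 1.12 without the limit and 0.54 without the heat shock cluster. The nuclear respiratory chain (0.29 reported) was at 0.34 with the total without mitochondrial and ribosomal protein genes, 0.21 with the same cluster mix, 0.37 with the looser filter, 0.24 without the heat shock cluster and 0.36 without genes of enterocyte RNA. Heat shock (-0.70 reported) was at -0.64, -0.67, -0.27, -0.75, -0.80 and -0.74 with that total, equal weight, the same cluster mix, the looser filter, no limit and no heat shock cluster, and at -0.45 with at least 5 UMIs. Chemokines were at 1.42 without the limit (0.92 reported). The p53 median turned to 0.027 over members with at least 100 UMIs, which still lay under the class median of 0.29. foxp3a (0.29 reported) was at 0.020 with the same cluster mix (class median there 0.20), 0.17 with the looser filter, 0.16 without the limit, 0.20 without the highest doublet scores and 0.41 without the heat shock cluster. Unthinned, 24.6% of wild-type and 26.3% of mutant cells had a foxp3a UMI. Enterocyte RNA was at -0.86 over 50 other genes (-0.83 reported). Depth limits the genes with few UMIs most, such as chd8 in enterocyte-like cells (11 and 2 UMIs).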

Other observations

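Both tests on foxp3a cells were chosen after their results were seen, as were the size of difference from which genes counted as alike in both classes and the separate free RNA tests of acinar markers and other genes, but not that of all these genes.

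Some genes differed most in clusters that the report does not describe. The ubiquitin gene ubb went from 2467 to 57.2 CPM in cluster 8, led by il23r and il1b, and from 1275 to 44.8 CPM in cluster 10, led by gata3 and il4, both larger than its difference over all lymphocyte-like cells. In cluster 10, with 65 wild-type and 30 mutant cells, il13 had 2 and 225 UMIs, most of them in 1 mutant cell. Ribosome biogenesis genes had their highest relative median of the large lymphocyte-like clusters in cluster 4, at 1.26 (interval 1.07 to 1.40), with 29 of 31 members at least 1.5-fold higher. Their members include cd3eap, also a T cell marker of the study, which over both libraries was at 35.2 CPM in the enterocyte-like cluster 0, 12.8 CPM in cluster 3 and between 43.9 CPM (cluster 4) and 134 CPM (cluster 10) in the other lymphocyte-like clusters.

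The lower share of foxp3a cells in cluster 3 was the pattern nearest to the study's description of regulatory T cells as almost absent from 1 of its clusters, although clusters rebuilt here need not match. Loss of most foxp3a cells relative to the other kept cells of the mutant library is argued against. Cells of clusters 2 or 3 with a foxp3a UMI were 12.2% of mutant kept cells when thinned (interval 10.8 to 13.7), against 11.3% of wild-type cells (interval 10.3 to 12.4). These shares leave out the barcodes dropped by the filter, which took a different part of each library. A small loss, or one shared with other cells, stays open. A candidate explanation is that foxp3a cells were placed in cluster 2 in place of cluster 3, which heat shock genes lead. Unthinned, cells of clusters 2 or 3 with a foxp3a UMI were 13.4% of the kept cells of each library (intervals 12.3 to 14.5 and 12.1 to 14.8), and of these cells 28.5% of wild-type and 9.04% of mutant cells lay in cluster 3, against 19.4% and 13.6% of the other lymphocyte-like cells. Outside these clusters 2.77% of wild-type and 5.98% of mutant kept cells had a foxp3a UMI, as background or doublets would also give, its source was not tested, and shares of 1 pool of fish each cannot speak for the genotype.

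Among 3471 genes with at least 50 UMIs in both large classes, 24 differed alike in both by a bound of at least 1 log2 unit (2 higher, 22 lower in the mutant library, with 2 more differing in opposite ways); the higher ones were pvalb9 and BX248082.1, and the lower ones included rps17, tp53, prdx1, ddit4, h1f0 and 6 digestive enzyme genes. Variants among the 100 nearest genes on either side of chd8, carried along with the mutation, are argued against as the source of most of them. Of the 20 genes that could be placed, 0 lay there in the gene order of another assembly. The upper bound was 16.8% (21.8% without 5 acinar markers), against 0.777% of all placed genes. This bound is under the 50% that the explanation needs but not under the 10% set beforehand as counting against it, so a smaller part stays open. Linked variants farther from chd8 were not looked at and stay open, and BX248082.1 could not be placed. Over all 24 genes, whether free RNA of 1 class carried the difference into the other cannot be told apart from expression in both, since the lower class had a median of 31.9% of the CPM of the higher class, between the limits of 10% and 50% set beforehand. Free RNA of either of these 2 classes is argued against for the 5 fixed acinar markers (median 86.1%), while free RNA of acinar cells would give like levels in both and stays open. Free RNA of 1 class may account for most of the other 19 genes (median 7.59%, 11 genes under 10%) but not for 6 genes at 50% or more, such as rps17. Of these 6, cela1.6 (99.96%) is a digestive enzyme gene outside the fixed markers, and free RNA of acinar cells stays open for it too. Variants elsewhere in the genomes of the pooled fish, and the genotype itself, were not tested.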
